A study of Homo sapiens with 14 samples. Its data were reported in "Extravillous trophoblast cell lineage development is associated with active remodeling of the chromatin landscape" (2023).

How the data were processed

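ATAC-seq libraries were made by the authors from CT27 human TS cells in the stem state (7 libraries) and on day 8 of differentiation to EVT cells (7 libraries) with the Omni-ATAC protocol. The deposited data analysed here were 14 lists of narrow peaks, 1 per library. According to the methods of the study and the submitters' processing notes, reads were trimmed and freed of duplicates, aligned to GRCh38 with BWA 0.7.17-r1188, shifted to the cutting position of the transposase, and cleared of alignments in blacklisted regions with bedtools 2.30.0. Peaks were called by the authors in each library apart, not on pooled libraries, with MACS3 3.0.0a6 at a false discovery rate of 0.01. No control library is named.

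Each deposited peak has a start, an end and a summit, and values that the authors' peak caller gave. The deposited fold enrichment is a ratio of the summit pileup to the local background of the same library. The deposited −log10 p and −log10 q values give the Poisson significance of the summit, and they grow with the depth of the library. The deposited score is the −log10 q value in whole steps and was not used. These values were used to rank and filter peaks within a list and to describe lists. The fold per peak is the authors' value throughout. The files hold no read counts, so no test on counts could be run, and presence of a peak took the place of read density in the design of the study.

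Sequencing depth is not given in the peak lists. It was estimated by solving the whole-number pileup and the background of 3000 peaks per library with −log10 p under 60 from their fold and −log10 p. A solution within 0.001 of the deposited −log10 p was found for 100% of the peaks in 13 libraries and 99.97% in stem passage 21 replicate 1. The lowest background, which is the genome-wide level, was 6.41 to 11.4 fragments in EVT libraries and 5.60 to 42.2 in stem libraries. The shortest peak, which follows the fragment length set in the peak caller, was 321 to 429 bp in EVT and 301 to 361 bp in stem libraries, and background was divided by it to compare depth. A weaker site can be missed in a library of lower depth or enrichment, so absence from a list does not show closed chromatin.

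Analysis was restricted to chromosomes 1 to 22 and X. Peaks on the mitochondrial and on unplaced sequences were left out and only counted. Because the lists differed in length, each was reduced to its 29655 peaks with the highest −log10 q, the length of the shortest list, and ties were broken by fold and then position. The resulting peaks were merged into 56665 regions where they shared at least 1 bp, and 40883 regions with peaks of at least 3 libraries were tested. Each region was tested by a two-sided Fisher's exact test on the number of EVT and stem libraries with a peak. A region called higher in EVT cells is thus one whose peak ranked among the strongest in more EVT than stem libraries. Values per library, peaks per gene, peaks per gene list and motif shares were tested by exact permutation over all 3432 assignments of 14 libraries to groups of 7 and 7, two-sided except for the similarity of libraries, which was one-sided. The smallest p these tests give is 0.000583. Benjamini-Hochberg adjustment was applied within each family (regions, genes, 20 lists, 21 motifs), with a threshold of 0.05. Replicates are the libraries, and the mean ± SD is over 7 libraries.

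Genes were taken from GENCODE release 44 on GRCh38, and 13687 of 19962 protein-coding genes with a peak of at least 3 libraries within 10 kb of the TSS were tested. The TSS of a gene was the most upstream end of its annotated span. It need not be the promoter in use and can lie far from it, so windows and distances of single genes carry this limit. Regions were classed by their centre as promoter (1 kb upstream to 100 bp downstream of a TSS), transcription end site, exon, intron or intergenic, in this order. The class promoter covers any annotated TSS and need not be that of the gene named beside it. Intervals on shares of regions are exact (Clopper-Pearson) at 95% and cover counting error only. Gene lists were EVT markers, stem state markers, EVT transcription factors, trophoblast transcription factors, syncytiotrophoblast markers, placental hormone genes, pluripotency, fibroblast and mesenchyme, endothelial and haematopoietic markers, cell cycle, interferon response, matrix and proteases, epithelial junctions and keratins, hypoxia targets, WNT targets, TGF-beta and BMP targets, Hippo pathway, genes of other tissues and housekeeping genes. ASCL2 is in both of the first lists of EVT genes. Each list was also placed among 10000 random lists of the same size matched on mean peaks. Motifs were consensus sequences searched on both strands in 200 bp around the summit of distal peaks, with 10 shuffled motifs of the same composition for each as background.

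Genes were named by a rule. From the lists of EVT markers, stem state markers and EVT transcription factors, it takes the 6 members with the largest absolute difference in mean peaks. From each other list it takes the 2 called members with the largest difference, and outside the lists the 6 called genes highest in either direction without overlap between groups. The 5 largest clusters of called regions in each direction, with gaps of up to 12.5 kb, were named with the nearest TSS. This rule, the groups, the lists, the motifs, the tests and the alternatives were chosen before the data were examined, except a pair of alternatives that leave out libraries, which were chosen after.

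Alternatives were all deposited peaks, a −log10 q of at least 5, ranking by fold enrichment, lists of 50% of the length, 400 bp windows on summits, peaks covering at least 50% of a region, regions of at least 5 libraries, gene windows of 2 kb and 50 kb, motif windows of 400 bp, all peaks in place of distal peaks, shuffled motifs subtracted, the replicate number as a block, and each library left out in turn. Single libraries far from their group were sought with Dixon's test on values per library and on lists and motifs, not on single genes, whose small whole counts repeat too often for it. Group labels were also redrawn as 100 splits of 7 and 7.

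The tests were checked on simulated data. With as many regions changed as were called (8232 of 40883), 96.7% were recovered with 15 false calls, and with as many genes changed as were called (1739 of 13687), each by 2 peaks, 99.3% were recovered with 8 false calls. These simulated changes were strong, with regions almost always present in the libraries of 1 group and absent from the other, and the simulated gene counts were means of 3 binomial draws, which spread less than single draws. Recovery of weaker changes would be lower. With only 200 changed regions or genes, 0 were recovered. For so few regions the smallest p of 7 against 7 libraries cannot pass the adjustment, and too few of the simulated genes reached the smallest p to pass it. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.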

Results

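Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in CT27 cells, an established line of human trophoblast stem (TS) cells. TS cells are placental progenitors that can be kept in culture or turned into extravillous trophoblast (EVT) cells, the invasive cells that leave the placenta and remodel the uterine wall and its arteries. The 14 libraries comprised 7 of the stem state, with 3 at passage 16 and 4 at passage 21, and 7 of EVT cells on day 8 of differentiation, with 3 at passage 19 and 4 at passage 20. The comparison of the groups asks which regulatory regions differ between the progenitor and the differentiated cell. The groups share no passage, so they cannot be compared within a passage, and the EVT passages lie between those of the stem state. Their media differed too. By the methods of the study, valproic acid, CHIR99021 and SB431542 were only in the stem medium, and neuregulin and Matrigel only in the EVT medium. An effect of the medium cannot be told from one of cell state. The study calls the replicates biologically independent, but the labels do not say what separated libraries of the same passage, and all came from a single cell line. The p-values therefore measure only the spread between these libraries.

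Stem libraries held more peaks than EVT libraries. The authors' peak lists, called in each library apart, held 91259 ± 27152 peaks on chromosomes 1 to 22 and X in the stem state (SD, n = 7, range 55899 to 144375) and 48379 ± 12853 in EVT cells (n = 7, range 29655 to 71934). The ratio was 1.89 (exact permutation p = 0.00117, two-sided). Peaks covered 86.5 ± 36.6 Mb in stem libraries and 43.0 ± 11.8 Mb in EVT libraries. The background pileup, which rises with sequencing depth, was 9.29 ± 1.56 fragments in EVT libraries and between 5.60 and 7.34 in 6 of the stem libraries, while stem passage 21 replicate 1 stood at 42.2. At 13301 regions with a peak in every library, the median of the authors' fold enrichment over local background was 5.00 ± 1.18 in EVT and 8.37 ± 0.887 in stem libraries (n = 7 each, exact permutation p = 0.00117). Because the length of a peak list moves with depth and enrichment, the comparisons below use the 29655 strongest peaks of each library by −log10 q, the length of the shortest list, unless all deposited peaks are named.

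**Figure D1:**
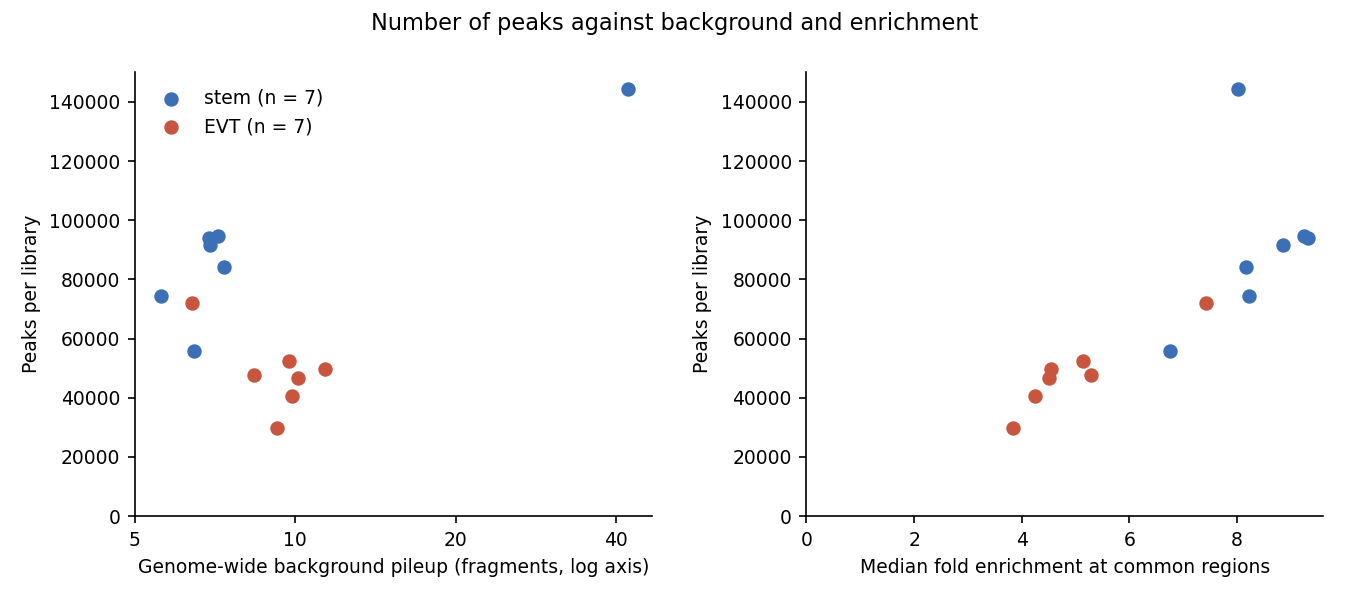
Peaks per library (vertical axes) against the background pileup in fragments (left, log axis) and against the median of the authors' fold enrichment at 13301 common regions (right), with a point for each of the 7 stem and 7 EVT libraries. The library at 144375 peaks has a background of 42.2 fragments, and EVT passage 20 replicate 3, with 71934 peaks, is the only EVT library whose enrichment lies in the range of the stem libraries.

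Libraries resembled their own group more than the other. The Jaccard index, the base pairs under peaks of both libraries divided by those under peaks of either, was 0.706 ± 0.0529 over the 21 pairs of stem libraries, 0.591 ± 0.0837 over the 21 pairs of EVT libraries and 0.409 ± 0.0490 over the 49 mixed pairs. The mean within groups exceeded the mean between them by 0.239 (exact permutation p = 0.000583, one-sided, n = 7 each, the smallest p that the splits can give). Libraries of the same stem passage reached 0.713 and those of different stem passages 0.70. The corresponding values in EVT cells were 0.589 and 0.592. Even the lowest pair from different stem passages, at 0.577, lay above the highest mixed pair, at 0.484. EVT passage 20 replicate 5 had the lowest mean index with its own group at 0.466, against 0.598 or more for the other EVT libraries.

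**Figure D2:**
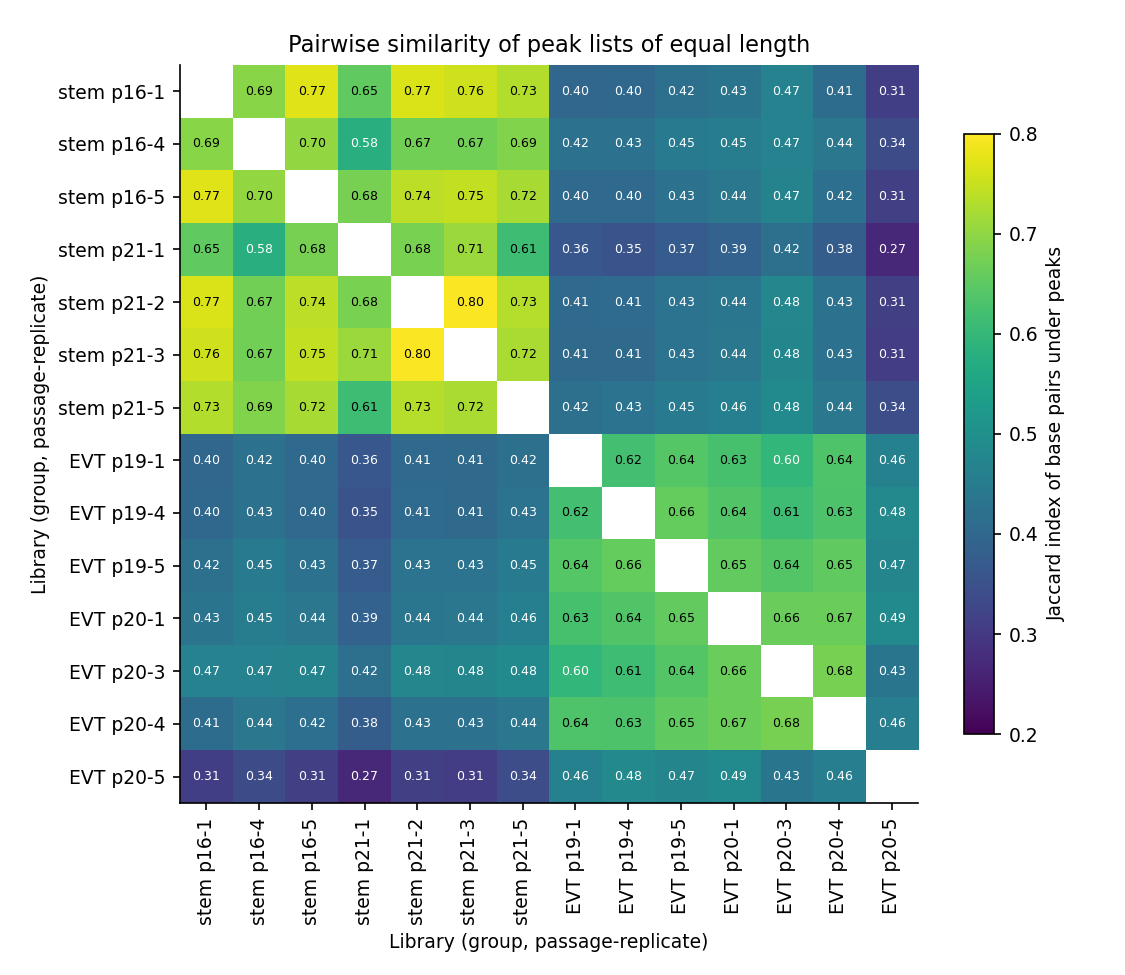
Jaccard index of base pairs under the 29655 strongest peaks for every pair of the 14 libraries, labelled by group, passage and replicate on both axes, with colour running from 0.2 to 0.8. Pairs within the stem state lie between 0.577 and 0.797, pairs within EVT cells between 0.432 and 0.676, and mixed pairs between 0.267 and 0.484.

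At single genes, peaks were counted among the strongest 29655 of each library. PAPPA2, a pregnancy-associated protease that cleaves binding proteins of insulin-like growth factors, had 2.00 ± 0 peaks within 10 kb of its transcription start site (TSS) in the 7 EVT libraries and 0 in the 7 stem libraries. ADAM12, another secreted protease of the placenta, had 2.00 ± 0.577 and 0, and FN1, which encodes fibronectin of the extracellular matrix, had 2.71 ± 0.488 and 1.00 ± 0. In the other direction TEAD4, a Hippo pathway transcription factor needed for trophoblast progenitors, had 0 in EVT and 1.57 ± 0.535 in stem libraries, and CDH1, the epithelial adhesion protein E-cadherin, had 1.86 ± 0.690 and 3.00 ± 0. Each of these 5 genes passed the exact permutation test after Benjamini-Hochberg adjustment over 13687 genes (n = 7 each, adjusted p = 0.0371 for CDH1 and 0.0091 for the other 4). PAPPA2 (1.43) and FN1 (−0.429) did not pass with all deposited peaks. Neither did FN1 (1.71) and CDH1 (−0.143) under ranking by fold enrichment, where TEAD4 had peaks in too few libraries to be tested.

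In total, 534 genes had more peaks in EVT cells and 1205 had more in stem cells (two-sided exact permutation test on peaks within 10 kb of the TSS, n = 7 each, adjusted p under 0.05), and 2652 passed at an unadjusted p under 0.05. The groups did not overlap at 876 of the called genes, where chance separates 0.0583% of genes. Peaks within 10 kb of a TSS were fewer in EVT libraries at equal list length, with 14862 ± 487 against 16521 ± 200 pairs of a peak and a gene (−10.04%, exact permutation p = 0.000583, n = 7 each). The balance of calls depended on the scaling. For all deposited peaks, 68 genes had more peaks in EVT and 4754 in stem cells, and with equal lists ranked by fold enrichment instead of −log10 q the counts were 599 and 678. A call therefore describes the rank of a site within the list of its library and not an absolute change in accessibility. Of 25 genes named by the rule as higher in EVT cells, 4 kept their call with all deposited peaks and 13 under ranking by fold. Of 32 named by it as higher in stem cells, 24 kept it with all deposited peaks and 7 under ranking by fold, where 9 more, among them TEAD4, KRT5 and AXL, had peaks in too few libraries to be tested. Without EVT passage 20 replicate 5 and stem passage 21 replicate 1, a choice made after the data were seen, 374 and 652 genes passed.

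The 30 EVT markers had 28.9 ± 2.34 peaks per library in EVT and 16.7 ± 1.25 in stem cells at equal list length (adjusted p = 0.00194 over 20 lists by exact permutation, higher in 7 of 7 EVT libraries than in every stem library), although the difference was −13.4 with all deposited peaks. Among 10000 random gene lists of like size and peak number, its difference stood at percentile 100. Of 19 tested members, 6 had more peaks in EVT cells and 1 had fewer, and the counts were the same when adjusted over the list alone. Beside PAPPA2, ADAM12 and FN1, PDE6H, a subunit of a cone phosphodiesterase, had 2.14 ± 0.378 peaks in EVT libraries and 0 in stem libraries. The serine protease HTRA4 and the protease inhibitor SERPINE2 each had 1.00 ± 0 and 0. ISM2, a secreted protein of the placenta, went the other way with 2.14 ± 0.378 in EVT and 3.00 ± 0 in stem libraries. HLA-G, the class I antigen that marks EVT cells, had 1.00 ± 0 and 0.286 ± 0.488 and did not pass (adjusted p = 0.117, exact permutation, n = 7 each). HTRA4 had slightly fewer peaks in EVT libraries with all deposited peaks (−0.286), and SERPINE2 did not pass there (0.286) or under ranking by fold (0.571). Parts of this list and of the lists of stem state markers, EVT transcription factors and interferon response genes were drawn up from genes the study names in these cells, so their direction is not independent evidence.

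The 20 markers of the stem state had 16.3 ± 0.951 peaks in EVT and 23.0 ± 2.24 in stem cells (adjusted p = 0.00194, exact permutation, n = 7 each, lower in 7 of 7 EVT libraries than in every stem library), but the difference turned to 2.29 more peaks in EVT cells when equal lists were ranked by fold enrichment (adjusted p = 0.216). Among 17 tested members 6 had more peaks in stem cells and 0 had more in EVT cells, also when adjusted over the list alone. LIN28A, an RNA-binding protein of progenitor cells, had 1.14 ± 0.378 peaks in EVT and 2.43 ± 0.535 in stem libraries. It did not pass with all deposited peaks (−0.571) or under ranking by fold (−0.429). The epithelial integrin ITGB6 had 0.857 ± 0.378 and 2.29 ± 0.756, though its difference was 0.429 in favour of EVT cells under ranking by fold. The difference of the list stood at percentile 5.85 of the random lists, which share the lower number of peaks near genes in EVT libraries. The natriuretic peptide gene NPPB and the actin-binding protein gene TAGLN each had 0 and 1.00 ± 0, TAGLN without passing with all deposited peaks (−1.14). ITGB6 and CDH1 no longer passed without EVT passage 20 replicate 5 and stem passage 21 replicate 1.

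The 10 EVT transcription factors together had 13.9 ± 2.12 peaks in EVT and 8.86 ± 1.46 in stem cells (adjusted p = 0.00333, exact permutation, 6 of 7 EVT libraries above every stem library), with a difference of −6.29 when all deposited peaks were used and of 3.29 under ranking by fold, where the list did not pass (adjusted p = 0.118). Of these genes 2 passed, and the same 2 when adjusted over the list alone. DLX5, a homeobox factor, had 2.14 ± 0.378 and 0.286 ± 0.488 peaks. TEAD1, a DNA-binding partner of YAP1, had 1.86 ± 0.378 and 0.571 ± 0.535. Both differences were −0.714 with all deposited peaks. Neither gene passed under ranking by fold (1.43 and 0.429). DLX6 lies beside DLX5, shares its nearest region and had 0.714 ± 0.488 and 0 (adjusted p = 0.117, exact permutation). SNAI1, a repressor of epithelial genes, had 1.00 ± 0.816 and 0.286 ± 0.488. ASCL2, a basic helix-loop-helix factor of the EVT lineage, had 1.57 ± 0.535 and 1.00 ± 0, and FOXO4 had 0.143 ± 0.378 and 0.857 ± 0.690. None of these 3 passed the exact permutation test (adjusted p = 0.58, 0.297 and 0.359, n = 7 each). The calls moved with the scaling, as SNAI1 (−2.29) and FOXO4 (−2.14) passed in favour of stem cells with all deposited peaks and ASCL2 (1.00) passed in favour of EVT cells under ranking by fold (adjusted p = 0.00788, 0.00788 and 0.0483, exact permutation). The 14 other trophoblast transcription factors did not pass as a list (20.7 ± 1.11 and 19.7 ± 1.89, adjusted p = 0.404, exact permutation, n = 7 each), and the difference was −14.7 with all deposited peaks and −1.14 within 2 kb. It passed in favour of EVT cells within 50 kb (7.14 peaks, adjusted p = 0.00318, exact permutation) and under ranking by fold (5.43 peaks, adjusted p = 0.0466). ETS2 (3.00 ± 0 and 1.57 ± 0.535) and GRHL2 (2.00 ± 0 and 1.14 ± 0.378) had more peaks in EVT cells, and TFAP2A, which encodes an AP-2 factor, had fewer (1.14 ± 0.378 and 2.29 ± 0.488), with the same members called when adjusted over the list alone. ETS2 (0.714) and TFAP2A (−1.43) did not pass with all deposited peaks, nor did ETS2 (0.429) under ranking by fold.

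The 8 placental hormone genes had 11.7 ± 0.951 peaks in EVT and 4.43 ± 0.976 in stem cells (adjusted p = 0.00194, exact permutation, 7 of 7 EVT libraries above every stem library), a difference that shrank to 0.286 with all deposited peaks (adjusted p = 0.936). Here 5 members passed, also when adjusted over the list alone. CGB5, a beta subunit gene of chorionic gonadotropin, had 3.14 ± 0.378 and 0.857 ± 0.690 peaks, with a difference of −0.286 when all deposited peaks were used. CSH1, which encodes placental lactogen, had 1.43 ± 0.535 and 0. It did not pass with all deposited peaks (1.71) or under ranking by fold (0.571). CSH2, CSHL1 and PSG1 were the other 3. These genes sit in clusters of near-identical copies, and their windows overlap, so a read can be placed on a neighbouring copy. With each peak counted once over 5 merged windows the values were 9.43 ± 0.535 and 3.43 ± 0.976 (exact permutation p = 0.000583, n = 7 each). The 15 markers of the syncytiotrophoblast, the fused outer layer of the placenta, had 17.4 ± 2.07 and 13.6 ± 0.976 peaks (adjusted p = 0.0035, exact permutation, 5 of 7 EVT libraries above every stem library), but the difference was −1.43 within 2 kb of the TSS and −14.7 with all deposited peaks. The list did not pass within 50 kb (3.71) or under ranking by fold (3.14). In this list CGA, the shared alpha subunit of the glycoprotein hormones, had more peaks in EVT cells (1.57 ± 1.13 and 0) and GDF15, a secreted stress cytokine, had fewer (0.857 ± 0.378 and 2.00 ± 0), as they did when adjusted over the list alone. Neither passed with all deposited peaks (0.143 for CGA and −1.14 for GDF15) or under ranking by fold (0.571 and −1.0).

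Targets of WNT signalling had fewer peaks in EVT cells, with 2.71 ± 0.951 against 6.29 ± 0.756 over 9 genes (adjusted p = 0.00194, exact permutation, 7 of 7 EVT libraries below every stem library). Its called members were LGR5, a receptor that amplifies WNT signals (0 and 1.00 ± 0), and ZNRF3, a ligase that removes WNT receptors (1.00 ± 0 and 1.86 ± 0.378). Both also passed when adjusted over the list alone. Neither did so under ranking by fold (−0.714 each). The 10 Hippo pathway genes had 11.1 ± 1.07 and 13.9 ± 0.900 peaks (adjusted p = 0.0035, exact permutation, 5 of 7 EVT libraries below every stem library), or 0.571 more in EVT cells under ranking by fold. The receptor kinase gene AXL (0 and 2.00 ± 0), ANKRD1 and AMOTL2 had fewer peaks in EVT cells and the TEAD cofactor gene VGLL3 had more (2.14 ± 0.378 and 1.00 ± 0, or 0.571 without passing under ranking by fold), also when adjusted over the list alone. The differences of the WNT and Hippo lists stood at percentiles 2.98 and 15.1 of the random lists. Because CHIR99021 and SB431542 were in the stem medium only, differences of the WNT and TGF-beta lists cannot be told from effects of the medium. The 12 TGF-beta and BMP targets had 14.3 ± 1.60 and 16.4 ± 1.13 peaks (adjusted p = 0.0418, exact permutation, 3 of 7 EVT libraries below every stem library), with 0.714 more in EVT cells under ranking by fold and 3.14 more within 50 kb. They did not pass without EVT passage 20 replicate 5 (−1.76) or without this library and stem passage 21 replicate 1 (−1.5). This difference stood at percentile 51.1 of the random lists, so the list moved as lists of like genes did. The inhibitor SMAD7 (2.00 ± 0 and 1.00 ± 0) and the activin subunit gene INHBA (0.143 ± 0.378 and 1.14 ± 0.378) were called in opposite directions, also when adjusted over the list alone. SMAD7, however, passed in favour of stem cells with all deposited peaks (−1.86, adjusted p = 0.0165, exact permutation) and at a −log10 q of at least 5 (−1.43), and did not pass under ranking by fold (0.857).

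Lists for epithelial character and for other cell types mostly had fewer peaks in EVT cells, in part as random lists did. Their differences stood at percentile 46.95 for epithelial junctions and keratins, 26.95 for fibroblast and mesenchyme markers, 10.1 for pluripotency, 3.45 for haematopoietic markers and 1.34 for genes of other tissues. The 21 genes of epithelial junctions and keratins had 23.7 ± 1.11 and 25.4 ± 1.13 peaks (adjusted p = 0.0448, exact permutation, 4 of 7 EVT libraries below every stem library), or 4.86 more in EVT cells under ranking by fold. The keratin genes KRT8 (1.14 ± 0.378 and 2.29 ± 0.488, or 0.571 more in EVT cells under ranking by fold) and KRT5 (0 and 1.00 ± 0) had fewer peaks in EVT cells and the desmosome gene DSP had more (2.00 ± 0 and 1.00 ± 0), as they did when adjusted over the list alone. The window of KRT8 lies at the upstream end of its annotated span, so its peaks need not be those of the KRT8 promoter. The calls of this list and of the TGF-beta list were each lost on leaving out several single libraries. That of the epithelial list was also lost with replicate number as a block (adjusted p = 0.0728, exact permutation), in longer lists without EVT passage 20 replicate 5 (−2.0) and without both this library and stem passage 21 replicate 1 (−1.5). Pluripotency genes had 1.29 ± 0.488 and 3.00 ± 0.577 peaks (adjusted p = 0.0035, exact permutation, n = 7 each) through SALL4 and TDGF1. The list did not pass under ranking by fold (−0.857, adjusted p = 0.127, exact permutation). SALL4 did not pass there either (−0.714), nor TDGF1 with all deposited peaks (−0.429). Haematopoietic markers had 8.57 ± 0.787 and 12.3 ± 0.488 (adjusted p = 0.00194, exact permutation) through CD68 and ITGAM, although under ranking by fold the list had 0.429 and CD68 0.714 more in EVT cells. Neither gene passed with all deposited peaks (−0.857 for CD68 and −2.0 for ITGAM). Fibroblast and mesenchyme markers had 4.43 ± 0.787 and 6.43 ± 0.535 (adjusted p = 0.0053, exact permutation, n = 7 each). They did not pass under ranking by fold (−1.14, adjusted p = 0.141, exact permutation) or in longer lists without EVT passage 20 replicate 5 (−0.857). Of these genes COL1A1, COL1A2 and TWIST1 had fewer peaks in EVT cells, TWIST1 without passing under ranking by fold. LUM had more, or −0.571 with all deposited peaks. Genes of other tissues had 1.86 ± 0.378 and 5.86 ± 1.07 (adjusted p = 0.00194, exact permutation, 7 of 7 EVT libraries below every stem library). They did not pass under ranking by fold (−0.857, adjusted p = 0.272, exact permutation). TNNT2, APOA1 and GFAP had fewer in EVT cells, and CKM joined them when adjusted over the list alone. The counts adjusted over the list alone equalled those over all genes in the other 3 lists.

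The remaining 6 lists did not pass in this comparison, though all of them passed in favour of stem cells with all deposited peaks. Endothelial markers had 1.86 ± 0.690 and 2.00 ± 0 peaks (adjusted p = 1, exact permutation, n = 7 each, or 0.429 more in EVT cells under ranking by fold), with PECAM1 higher (or −0.571 with all deposited peaks) and TIE1 lower in EVT cells (or −1.29 without passing with all deposited peaks). Cell cycle genes had 18.3 ± 1.60 and 18.6 ± 0.535 (adjusted p = 0.993, exact permutation, or 2.14 more in EVT cells under ranking by fold), where CCNB1 passed over all genes and 0 genes passed when adjusted over the list alone. Within 2 kb the cell cycle list passed in favour of stem cells (−2.0, adjusted p = 0.00146, exact permutation). Hypoxia targets had 15.7 ± 1.89 and 15.9 ± 1.21 (adjusted p = 1, exact permutation, or 0.857 more in EVT cells under ranking by fold), with NDRG1 higher (2.00 ± 0 and 1.00 ± 0, or a difference of 0 with all deposited peaks) and the angiogenic factor gene VEGFA lower in EVT cells (0.429 ± 0.535 and 2.00 ± 0). Matrix and protease genes had 15.4 ± 1.62 and 17.7 ± 1.80 (adjusted p = 0.0624, exact permutation, n = 7 each). They passed with 4.29 more in EVT cells under ranking by fold (adjusted p = 0.0466, exact permutation), and in favour of stem cells with replicate number as a block (−2.29) and in longer lists without EVT passage 20 replicate 5 (−5.57). The plasminogen activator gene PLAU and the gelatinase gene MMP9 had fewer peaks in EVT cells, with PLAU losing its call on leaving out any of 9 single libraries and under ranking by fold (−0.714). Interferon response genes had 9.14 ± 1.35 and 8.43 ± 0.976 (adjusted p = 0.448, exact permutation, n = 7 each, no member passing), but passed in favour of EVT cells in longer lists without EVT passage 20 replicate 5 (3.52, adjusted p = 0.00518). Housekeeping genes had 25.1 ± 2.04 and 23.1 ± 0.690 (adjusted p = 0.0637, exact permutation), with UBC (or −0.286 with all deposited peaks, and not passing under ranking by fold) and B2M higher and GAPDH (or 0.571 more under ranking by fold) lower in EVT cells. The list passed in favour of EVT cells under ranking by fold (5.14, adjusted p = 0.0466, exact permutation) and within 2 kb (1.0, adjusted p = 0.0323). The differences of these 2 lists with all deposited peaks were −7.43 and −8.57. With all deposited peaks no list was higher in EVT cells and 19 were higher in stem cells, against 4 and 9 at equal length. Under ranking by fold the balance turned, with 5 higher in EVT cells and 1 in stem cells. ISM2, HLA-G, GRHL2, CSH2, CSHL1, PSG1, ANKRD1, AMOTL2, DSP, COL1A1, COL1A2, GFAP, CKM and B2M were named after their values were seen, and all other genes by the rule fixed beforehand.

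**Figure D3:**
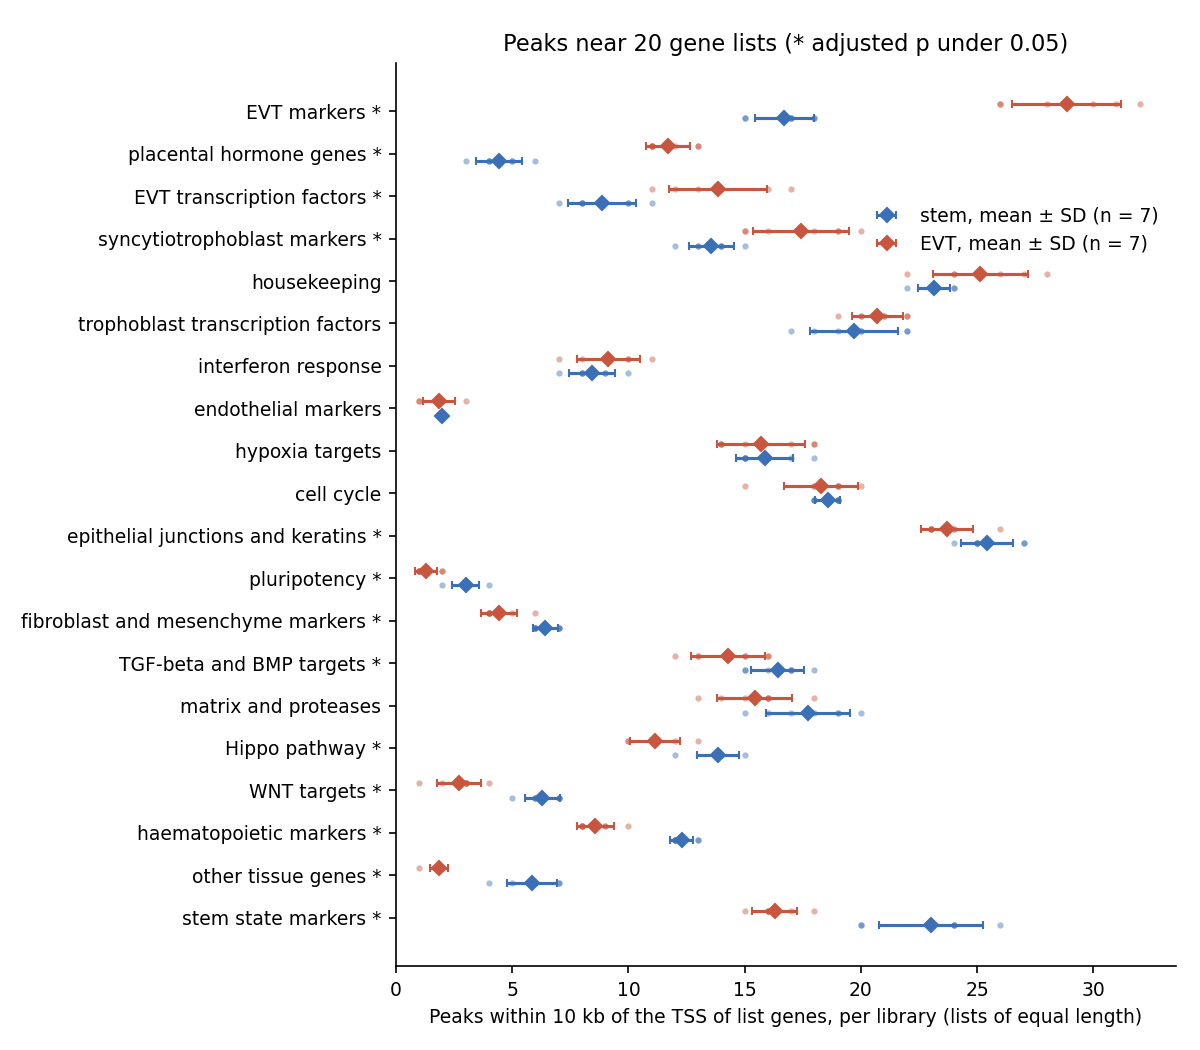
Peaks within 10 kb of the TSS of the genes in each of 20 lists per library at equal list length (horizontal axis), with a small point for each library and a diamond and bar for the mean ± SD of the 7 stem and the 7 EVT libraries. EVT markers stand at 28.9 in EVT and 16.7 in stem libraries and stem state markers at 16.3 and 23.0, although the first difference turns to −13.4 with all deposited peaks and the second to 2.29 under ranking by fold enrichment.

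Outside the lists, the genes with the largest separation in favour of EVT cells were SLC25A15, a mitochondrial ornithine carrier (3.00 ± 0.816 and 0 peaks), the apolipoprotein L gene APOL6 (2.71 ± 0.488 and 0), and the endothelial adhesion molecule ESAM (2.71 ± 0.488 and 0, or −0.429 with all deposited peaks). OCIAD2 (2.29 ± 0.756 and 0), the prostaglandin E receptor gene PTGER3 (2.14 ± 0.690 and 0) and ZG16B (2.14 ± 0.900 and 0) followed. In stem cells they were NXPH3 (0.857 ± 0.900 and 4.29 ± 0.756), the folate receptor gene FOLR1 (1.14 ± 0.378 and 4.14 ± 0.690), and the signalling ligand gene WNT6 (0.143 ± 0.378 and 3.00 ± 0.816). The synaptotagmin gene SYT5 (0 and 2.71 ± 0.488), BMF, which promotes apoptosis (1.14 ± 0.378 and 3.71 ± 0.488), and LRRC71 (0.429 ± 0.535 and 3.00 ± 0) came next. Each of the 12 had an adjusted p of 0.0091 (exact permutation, n = 7 each) at equal list length. None of the 6 EVT genes passed with all deposited peaks, where the differences shrank to 1.14 for SLC25A15 and OCIAD2, 0.857 for PTGER3 and 0.143 for APOL6 and ZG16B. Under ranking by fold, NXPH3 (−0.857), FOLR1 (−0.714), SYT5 (−1.0), BMF (−0.286), ESAM (1.43) and OCIAD2 (0.857) did not pass, and WNT6 had peaks in too few libraries to be tested.

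At the level of single regions, 3941 were higher in EVT cells and 4291 in stem cells, out of 40883 regions with peaks of at least 3 libraries (two-sided Fisher's exact test on presence among the strongest peaks, 7 against 7 libraries, adjusted p under 0.05). At an unadjusted p under 0.05, 11714 passed by the exact test. Peaks of all 14 libraries met at 13301 regions, 2305 held peaks of 7 EVT and 0 stem libraries, and 2350 the reverse. With all deposited peaks, 1427 of 104817 regions were higher in EVT and 16779 in stem cells, which moved the EVT share of the calls from 47.9% to 7.84%. Lists of equal length push gains and losses of regions toward balance, so the share of 47.9% does not show that accessibility changed equally in both directions. At 2757 of the 3941 EVT-higher regions (70.0%), at least 4 stem libraries had a peak of any rank, and 443 (11.2%) had no stem peak at any rank. Of the stem-higher regions, 1085 (25.3%) had a peak of any rank in at least 4 EVT libraries and 904 (21.1%) had none. Both settings called 672 EVT-higher and 1908 stem-higher regions in the same direction, and none in opposite directions. Without EVT passage 20 replicate 5 and stem passage 21 replicate 1, 3043 and 2568 regions passed.

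A promoter region of PAPPA2 (GRCh38 chromosome 1, 176461373 to 176463181) held a strong peak in 7 EVT and 0 stem libraries, and a peak of any rank in 2 stem libraries. An intergenic region 2.88 kb from the TSS of ETS2 (chromosome 21, 38801864 to 38802740) had peaks in 7 EVT libraries and in 0 stem libraries at any rank. In ADAM12 an intronic region (chromosome 10, 126379822 to 126381008) had peaks in 7 EVT libraries and weaker ones in 3 stem libraries. Near FN1 (intergenic, chromosome 2, 215441064 to 215442696) and between DLX6 and DLX5 (intergenic, chromosome 7, 97016307 to 97017610), strong peaks were present in 7 EVT and 0 stem libraries, while all 7 stem libraries had weaker peaks. Among stem-higher regions, an intron of TEAD4 (chromosome 12, 2962795 to 2964504) had peaks in 7 stem libraries and in 0 EVT libraries at any rank. So did a region classed as intronic that lies 5.27 kb upstream of the TSS of ITGB6 (chromosome 2, 160205196 to 160205972). The same held for an intergenic region 29.95 kb from the TSS of CDH1 (chromosome 16, 68706531 to 68708150) and an intergenic region beside KRT5 (chromosome 12, 52520907 to 52522965). The promoter of AXL (chromosome 19, 41217759 to 41220697) had a strong peak in 7 stem libraries and a weak one in 1 EVT library, and the promoter of TAGLN (chromosome 11, 117197620 to 117200339) did the same. Each of these regions had an adjusted p of 0.00512 (Fisher's exact test, 7 against 7 libraries).

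**Figure D4:**
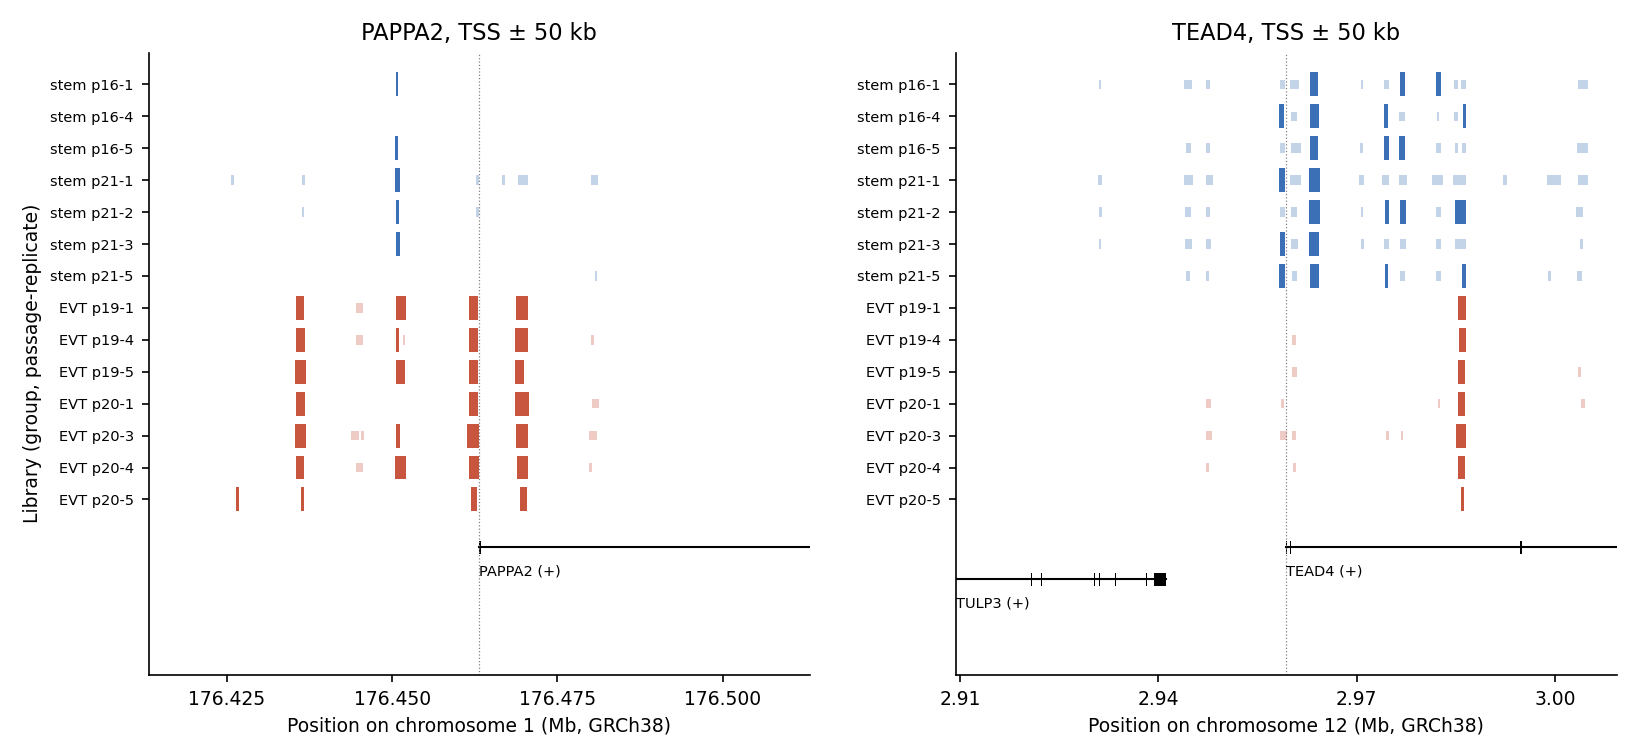
Peaks within 50 kb of the TSS (dotted line) of PAPPA2 on chromosome 1 and TEAD4 on chromosome 12 (horizontal axes, Mb, GRCh38), with a line for each of the 14 libraries, tall dark bars for peaks among the strongest 29655 of a library, short pale bars for its other deposited peaks, and gene models with exons below. PAPPA2 has dark bars within 10 kb of its TSS in 7 EVT and 0 stem libraries, and the called intronic region of TEAD4 has dark bars in 7 stem libraries and no bar in EVT libraries.

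Regions of the same direction with gaps of up to 12.5 kb formed 12 clusters of at least 3 among the 3941 EVT-higher regions and 19 among the 4291 stem-higher regions. These numbers were not compared with chance. In stem cells 5 regions spanned 39.4 kb over PPP1R9B and SGCA (chromosome 17, 50139825 to 50179219), with 4.86 ± 0.378 of the 5 present per stem library and 0 per EVT library. PC, near the TSS of LRFN4 (chromosome 11, 66868575 to 66893290), and MTMR7 (chromosome 8, 17412344 to 17434625) held 4 each. RHPN2 (chromosome 19, 33023890 to 33049824) and an intergenic stretch 52.6 kb from CCND1, a cyclin that drives entry into the cell cycle (chromosome 11, 69563956 to 69588595), held 3 each. In EVT cells the longest clusters had 3 regions each. They lay in GRK4 near the TSS of HTT (chromosome 4, 3009494 to 3037566), in an intergenic stretch 95.8 kb from PPP2R5A (chromosome 1, 212165997 to 212189615), and in SPTLC2 at 30.1 kb from the EVT marker ISM2 (chromosome 14, 77528958 to 77547855). The others lay in TNS3 (chromosome 7, 47482137 to 47499526) and 59.3 kb from ZNF648 (chromosome 1, 182120981 to 182137777). At least 2.71 ± 0.488 of the 3 regions were present per EVT library and 0 per stem library.

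EVT-higher regions lay less often at promoters and more often in introns and between genes. Promoters held 146 of 3941 EVT-higher regions (3.70%, 95% exact interval 3.14 to 4.34%) and 490 of 4291 stem-higher regions (11.4%, 10.5 to 12.4%), against 20.4% of all tested regions (Fisher's exact p = 2.96e-41 over regions, which are not replicates). Introns held 54.8% and 48.1%, intergenic sequence 36.0% and 31.7%, exons 3.35% and 6.27%, and transcription end sites 2.18% and 2.49% (Fisher's exact p = 0.382 for the last). With all deposited peaks the promoter share of EVT-higher regions was likewise lower (−5.93 points, Fisher's exact p = 8.59e-20). Over whole libraries, 24.8 ± 1.06% of the strongest EVT peaks and 26.9 ± 0.539% of the strongest stem peaks lay at promoters (−2.09 points, exact permutation p = 0.000583, n = 7 each). This difference turned to 4.59 points more in EVT cells with all deposited peaks (18.4 ± 2.42% and 13.9 ± 2.79%, exact permutation p = 0.00641, n = 7 each) and was absent when lists were ranked by fold enrichment (p = 0.991). Across the 4 pairings of an EVT passage with a stem passage it ranged from −2.46 to −1.60 points.

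Regions shared between the groups were counted from all deposited peaks, as places with a peak in at least 4 of the 7 libraries of a group. There were 83003 such regions in stem and 42430 in EVT cells. In EVT cells 86.2% of them (95% exact interval 85.9 to 86.5%) overlapped a stem region by at least 1 bp, and in stem cells 44.1% (43.8 to 44.5%) overlapped an EVT region. At equal list length the shares were 72.0% and 68.5%, so most of their difference followed the length of the lists. Promoters made up 1.95% of the 5858 regions found only in EVT cells, 7.34% of the 46382 found only in stem cells and between 21.3% and 22.6% of the shared regions. Intergenic sequence made up 36.8%, 33.4% and 27.6%.

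Sequence motifs were counted in distal peaks, those with no annotated TSS within 1 kb. The homeobox core bound by DLX factors was present in the 200 bp around the summit of 6.17 ± 0.435% of EVT peaks and 3.77 ± 0.160% of stem peaks, and the element of the hypoxia-inducible factors in 2.67 ± 0.109% and 2.17 ± 0.0785%. The site of CTCF, the protein that bounds chromatin loops, was present in 0.670 ± 0.117% of EVT and 2.14 ± 0.354% of stem peaks, a ratio of 3.19. The site of the AP-2 factors, which include TFAP2A and TFAP2C, was found in 12.2 ± 0.722% and 16.7 ± 0.624%, and the GC box of KLF and SP factors in 8.75 ± 0.637% and 12.7 ± 0.693%. After subtraction of shuffled motifs the DLX difference shrank from 2.40 to 0.694 points, that of AP-2 from −4.48 to −1.005 and that of KLF and SP factors from −3.98 to −0.681, so most of each went with base composition. The DLX core was 0.995 times as frequent as its shuffled versions in EVT peaks and 0.839 times in stem peaks. For the GC box the values were 1.31 and 1.28 times, so by this ratio it was not lower in EVT cells. The raw shares of all 5 motifs separated every EVT from every stem library (adjusted p = 0.00122 over 21 motifs, exact permutation, n = 7 each).

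Of the 21 motifs, 3 were more frequent in EVT cells and 15 in stem cells. The third in EVT cells was the interferon regulatory factor element (1.94 ± 0.159% and 1.58 ± 0.0900%), which did not pass once shuffled motifs of the same composition were subtracted (adjusted p = 0.169, exact permutation, n = 7 each). In stem cells the sites of SNAI factors (23.0 ± 0.523% against 19.5 ± 0.512%), GRHL (2.22 ± 0.0528% against 1.71 ± 0.205%), NF-Y (2.93 ± 0.119% against 2.53 ± 0.135%), ETS (5.55 ± 0.0824% against 5.21 ± 0.205%), p63 (2.50 ± 0.0870% against 2.24 ± 0.105%) and NRF1 (0.107 ± 0.0167% against 0.0734 ± 0.0159%, or 0.0323 points more in EVT cells with promoters included) were more frequent. So were those of TEAD factors (22.1 ± 0.677% against 19.4 ± 2.56%), AP-1 (15.1 ± 0.301% against 12.9 ± 1.72%), GATA (19.4 ± 0.983% against 17.2 ± 1.73%) and forkhead factors (4.19 ± 0.164% against 3.81 ± 0.292%), none of which passed in 400 bp windows. TEAD and AP-1 sites were still 3.91 and 4.18 times as frequent as their shuffled versions in EVT peaks, against 4.41 and 5.64 times in stem peaks. The study measured another quantity, enrichment over the genome in EVT-higher regions. There TEAD3 and TEAD1 sites ranked first, with AP-1, AP-2 and GATA sites also near the top. With all deposited peaks the TEAD difference was 0.0847 points in favour of EVT cells, and AP-1, GATA, forkhead, GRHL and NRF1 did not pass. At a −log10 q of at least 5 neither these nor ETS, p63 and NF-Y passed. NRF1 also lost its call with replicate number as a block (adjusted p = 0.0512, exact permutation). E2F (0.168 ± 0.0203% against 0.113 ± 0.0103%) and the E-box of ASCL factors (16.1 ± 0.513% against 15.1 ± 0.569%) turned to 0.0319 and 0.0986 points more in EVT cells after subtraction of shuffled motifs. There E2F passed in favour of EVT cells (adjusted p = 0.0036, exact permutation, n = 7 each) and the ASCL E-box did not pass (0.677). The E2F site was rarer than its shuffled versions, at 0.330 times in EVT and 0.391 times in stem peaks. By this ratio it was higher in stem cells, so the subtracted value gives no clear direction. GCM1 (3.19 ± 0.326% in EVT and 2.87 ± 0.281% in stem cells), MYC (2.79 ± 0.154% and 2.86 ± 0.113%) and STAT (1.16 ± 0.149% and 1.15 ± 0.0435%) did not pass (adjusted p = 0.0818, 0.384 and 0.934, exact permutation, n = 7 each). GCM1 did pass in favour of EVT cells with all deposited peaks (0.277 points), at a −log10 q of at least 5 (0.476), under ranking by fold (0.429), after subtraction of shuffled motifs (1.07), with replicate number as a block and without EVT passage 20 replicate 5 (0.392), with adjusted p between 0.000941 and 0.0432 by exact permutation. MYC passed in favour of EVT cells after subtraction of shuffled motifs (0.294 points) and of stem cells with all deposited peaks (−0.230) and at a −log10 q of at least 5 (−0.243), where STAT passed in favour of EVT cells (0.123). Base composition differed as well, with 49.4 ± 0.518% GC at distal summits in EVT and 52.5 ± 0.440% in stem libraries (exact permutation p = 0.000583, n = 7 each). In the called distal regions the DLX core was present in 8.68% of EVT-higher and 2.52% of stem-higher regions and the CTCF site in 0.160% and 3.06%. The TEAD site was present in 18.0% of EVT-higher, 21.5% of stem-higher and 21.2% of uncalled distal regions. The values were 10.8%, 14.4% and 14.4% for AP-1, 7.90%, 18.3% and 14.7% for AP-2, and 17.1%, 22.6% and 18.5% for GATA. These shares lack the genome background that the study used.

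**Figure D5:**
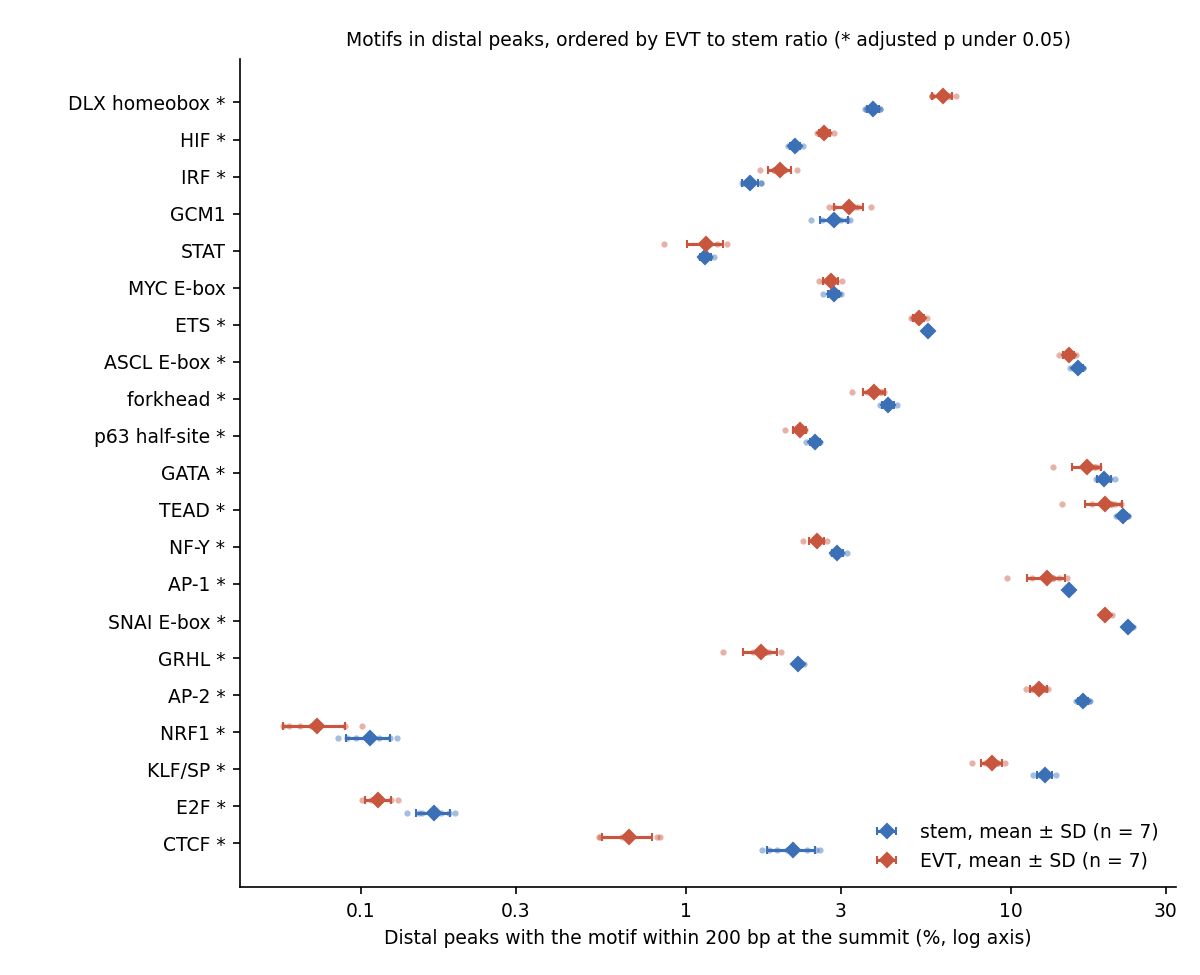
Share of distal peaks with each of 21 motifs in the 200 bp around the summit (horizontal axis, percent, log scale), with a small point for each library and a diamond and bar for the mean ± SD of the 7 stem and the 7 EVT libraries, ordered by the ratio of EVT to stem. The DLX homeobox core is at the top with 6.17% in EVT and 3.77% in stem libraries and the CTCF site at the bottom with 0.670% and 2.14%, while the small TEAD difference turns to 0.0847 points in favour of EVT cells with all deposited peaks.

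Passages within a group were compared on the same regions. Passage 16 and passage 21 stem libraries were completely separated at 501 regions, where the highest of the other 34 ways to part these 7 libraries gave 210. Passage 19 and passage 20 EVT libraries were separated at 315 regions, with 369 in the highest other split. For each such region the two-sided Fisher's exact p is 0.0286 before adjustment (3 against 4 libraries). In each of the 4 pairings of an EVT passage with a stem passage, all 13 called lists and all 18 called motifs kept their direction, which is partly built in by the selection of called results.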

Values the study reported

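From peaks called jointly over replicates, the study reported 165,094 open regions in the stem state and 142,520 in EVT cells. It counted 63% of the stem regions and 73% of the EVT regions as shared between the cell states. Promoters made up 14% of the shared regions, 8% of those unique to the stem state and 4% of those unique to EVT cells, while 34% and 40% of the unique regions were intergenic. In a second analysis of read densities in individual replicates (n = 7 for each state), 41,465 consensus regions were compared, and 23,504 of them were more accessible in the stem state and 9334 in EVT cells at a false discovery rate of 5%.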

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

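Single libraries were compared with the other 6 of their group in 96 groups of 7 values by Dixon's test, which sets apart about 1 group in 20 by chance, or 4.8 here, and 10 were found. All tests of explanations below except that of CTCF sites at like rank were chosen after the result was seen. Stem passage 21 replicate 1 had a background pileup of 42.2 fragments (the other stem libraries 5.60 to 7.34) and a median peak width of 1551 bp (1042 to 1212 bp). EVT passage 20 replicate 5 had 22.7% of its strongest peaks at promoters (24.6 to 26.0% in the others), a mean Jaccard index of 0.466 with its own group (0.598 to 0.622), 15 peaks near cell cycle genes (18 to 20), a GATA motif in 13.5% of distal peaks (16.9 to 18.7%) and a p63 half-site in 2.02% (2.23 to 2.32%). EVT passage 19 replicate 1 had 26 peaks near genes of epithelial junctions and keratins (23 to 24), stem passage 16 replicate 4 had 12 near Hippo pathway genes (14 to 15), and EVT passage 20 replicate 1 had 1 near genes of other tissues (2 in each of the others). The 38 peaks on the mitochondrial sequence and the 2748 on unplaced or unlocalised sequences were not analysed here.

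EVT libraries had fewer peaks, which could come from lower sequencing depth, lower enrichment over background or the cell state itself, with which the culture medium changed. Without the deepest library, the background per 100 bp of the shortest peak was 1.19 times as high in EVT as in stem libraries (exact permutation p = 0.0624), which argues against lower depth. The fold enrichment at common regions was 0.597 times that of stem libraries (exact permutation p = 0.00117, n = 7 each), as lower enrichment would give. The data cannot tell this from an effect of cell state or medium on the whole genome, because only 1 EVT library lay within the stem range of enrichment. Absent EVT peaks may therefore be sites below detection, and counts of closed sites should not be drawn from them.

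EVT passage 20 replicate 5 stood apart from its group in 5 of the 10 cases. Its mean Jaccard index with stem libraries was 0.314, below the 0.403 of the lowest other EVT library, so a mislabelled stem library is unlikely. Its fold enrichment at common regions was 3.84, the lowest of all, with 4.24 in the next EVT library, as lower enrichment over background would give. It also set the length of the equal lists.

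The CTCF site was less frequent in EVT peaks by a ratio of 3.19, which might have technical causes. It remained after subtraction of shuffled motifs (adjusted p = 0.000941, exact permutation), which speaks against base composition, and in 400 bp windows the ratio was 2.61, so less precise summits would not account for most of it. The 4 EVT libraries whose shortest peak lay in the range of stem libraries had at most 0.831% against at least 1.72% in stem libraries (exact permutation p = 0.00303). That range reached 361 bp only through stem passage 21 replicate 1, and the next longest stem value was 331 bp. Of the 4, only EVT passage 20 replicate 3, at 321 bp, lay below that value. The comparison thus rests mainly on that stem library and leaves longer fragments open. Distal stem regions with the site had an EVT peak less often than regions of like rank without it, by −12.3 points, so lower enrichment over background alone would not give it. A loss of CTCF binding at distal sites remains possible and was not measured here. By chromatin capture in the same cell line, the study found CTCF sites to be the motifs most enriched at loop anchors. It also called more loops in EVT than in stem cells, and described loops specific to either state as rare. The loops were called on contact maps merged by state and no count at equal depth is given, so their number does not settle CTCF function. Those loops do not measure binding at the distal peaks counted here.

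A random division of the libraries was examined by redrawing the labels, and 1 of 100 splits, the real split, gave as many calls in each family. The real split called 8232 regions and 1739 genes against 0 in every other split, 13 lists against at most 8, and 18 motifs against at most 14. A random division of single libraries would thus rarely give the region and gene calls as a whole, while several list and motif calls could arise from other splits of these libraries. The splits treat the libraries as independent. They cannot address a culture or passage difference nested in cell state, which would also give calls only in the real split.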

How the results depend on the processing

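The lists of the stem state and of EVT cells differ in length and enrichment, passage and culture medium are nested in cell state, and the cause of most shifts below was not tested. The alternatives that leave out EVT passage 20 replicate 5 with longer lists, or together with stem passage 21 replicate 1, were added after the results were seen. Passage number is unlikely to be the whole source of the difference, since stem libraries of different passages (0.70) were more alike than mixed pairs (0.409) and the EVT passages lie between those of the stem state. Under ranking by fold 12 named genes, and within 2 kb 7, had peaks in too few libraries to give a value. Counts of calls moved with the scaling, where longer stem lists hold more peaks by construction. Lists of equal length in turn push gains and losses of regions toward balance.

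Using all deposited peaks, 1427 regions were higher in EVT and 16779 in stem cells, and with a −log10 q of at least 5 the counts were 1164 and 17437. Lists of 50% of the length gave 2044 and 2041. Counting only peaks that cover at least 50% of a region gave 3014 and 5714, a shift toward stem cells. The counts were 4816 and 4556 in 400 bp windows and 3664 and 4309 under ranking by fold. Leaving out EVT passage 20 replicate 5 and lengthening the lists gave 6016 EVT-higher and 6129 stem-higher regions. Leaving out EVT passage 20 replicate 5 and stem passage 21 replicate 1 at the original length gave 3043 EVT-higher and 2568 stem-higher regions. Leaving out single libraries gave 3991 to 4709 and 4461 to 4777. With replicate number as a block, 2324 and 2438 regions and 0 and 0 genes passed, as too few genes reached the smallest block p of 0.00463. The replicate numbers do not pair the libraries, with a mean correlation of 0.00442 over the 11 pairs of the same number and −0.00127 over the 38 others.

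Genes with more peaks numbered 68 in EVT and 4754 in stem cells with all deposited peaks, 52 and 4980 at the stricter q, 58 and 313 within 2 kb, and 1673 and 3023 within 50 kb. Ranking by fold enrichment gave 678 stem genes, and 652 stem genes passed without both doubted libraries. Single libraries left out gave 537 to 634 and 1241 to 1369. Of the gene lists, 0 were higher in EVT and 19 in stem cells with all deposited peaks and at the stricter q. Under ranking by fold 5 were higher in EVT and 1 in stem cells. Single libraries left out gave 4 to 5 and 7 to 10. Motifs numbered 5 and 7 at the stricter q and 5 in EVT cells after subtraction of shuffled motifs, and 3 to 4 and 15 with single libraries left out.

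The share of stem regions shared was 46.6% with at least 2 libraries, 38.6% with all 7, 41.1% with overlap of 50%, 68.5% at equal length and 42.6% at the stricter q. That of EVT regions was 85.0%, 86.9%, 84.5%, 72.0% and 87.3%. Single libraries left out gave 39.3 to 48.3% and 83.7 to 88.5%. The promoter share of peaks turned to 4.59 points with all deposited peaks and 6.47 at the stricter q, was −0.00626 under ranking by fold, and ranged from −2.29 to −1.73 with single libraries left out. The peak count differed by −48773 to −34027 and the similarity by 0.225 to 0.256.

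List differences reversed with all deposited peaks for EVT markers (−13.4), EVT transcription factors (−6.29), trophoblast transcription factors (−14.7), syncytiotrophoblast markers (−14.7), interferon response (−7.43) and housekeeping genes (−8.57), and at the stricter q to −16.1, −7.14, −15.6, −14.4, −8.29 and −8.57. Under ranking by fold the reversed lists were stem state markers (2.29), haematopoietic markers (0.429), matrix and proteases (4.29), epithelial junctions (4.86), TGF-beta targets (0.714) and the Hippo pathway (0.571). The syncytiotrophoblast list turned to −1.43 within 2 kb and the TGF-beta list to 3.14 within 50 kb. Lists that had not passed also changed sign, under ranking by fold endothelial markers (0.429), cell cycle (2.14) and hypoxia targets (0.857), within 2 kb trophoblast transcription factors (−1.14), and within 50 kb interferon response (−0.143), housekeeping genes (−2.71) and the single gene SNAI1 (−0.429). Longer lists without EVT passage 20 replicate 5 did so for trophoblast transcription factors (−2.45), endothelial markers (0.571), cell cycle (0.762) and hypoxia targets (0.810), and without both doubted libraries cell cycle stood at 0.333. Single libraries left out gave −0.571 to 0.262 for cell cycle and −0.524 to 0.214 for hypoxia targets.

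Single genes that reversed with all deposited peaks were FN1 (−0.429), HTRA4 (−0.286), DLX5 (−0.714), TEAD1 (−0.714), SNAI1 (−2.29), CGB5 (−0.286), LUM (−0.571), PECAM1 (−0.571), SMAD7 (−1.86), UBC (−0.286) and ESAM (−0.429). At the stricter q they were FN1 (−0.286), HTRA4 (−0.857), DLX5 (−0.714), TEAD1 (−0.571), SNAI1 (−2.43), LUM (−0.429), PECAM1 (−0.429), SMAD7 (−1.43), UBC (−0.714) and ESAM (−0.571). Under ranking by fold ITGB6 (0.429), CD68 (0.714), KRT8 (0.571) and GAPDH (0.571) reversed. Motif differences reversed for TEAD (0.0847 points with all deposited peaks, 0.864 at the stricter q), AP-1 (0.00995), GATA (0.0078) and NRF1 (0.00141) at the stricter q, and NRF1 with promoters included (0.0323). After subtraction of shuffled motifs the ASCL E-box (0.0986), the MYC E-box (0.294) and E2F (0.0319) reversed, and under ranking by fold the MYC E-box (0.102) and STAT (−0.0148). Single libraries left out gave −0.025 to 0.0555 points for STAT.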

Other observations

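HLA-G and ELF5, classical markers of EVT cells and of the stem state, did not separate the groups at single genes. HLA-G had 1.00 ± 0 peaks within 10 kb in EVT and 0.286 ± 0.488 in stem libraries, and ELF5, a transcription factor of trophoblast progenitors, had 1.14 ± 0.378 and 0.571 ± 0.535. The factors TFAP2C and GATA3 had 1.00 ± 0 in both groups. EPAS1, which encodes a hypoxia-inducible factor, had 1.43 ± 0.535 in both groups near its TSS, while a cluster of 3 EVT-higher regions 135 kb away in PRKCE (chromosome 2, 46142580 to 46158234) had 2.86 ± 0.378 present in EVT and 0 in stem libraries. Another cluster lay in DIO2 (chromosome 14, 80186062 to 80199447), an EVT marker that encodes a deiodinase of thyroid hormone, with 3.00 ± 0 and 0. It was 188 kb from the upstream end of the annotated span of DIO2. The distance to the promoter in use may be shorter and was not measured. These genes were chosen after their values were seen.

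In the regions found only in EVT cells, promoters made up 1.95% here. The study gives a higher share, and it called peaks jointly over replicates where peaks of single libraries were used here.

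The homeobox core was more frequent in EVT peaks, and DLX5 had more peaks within 10 kb in EVT cells at equal list length. The DLX5 difference was −0.714 with all deposited peaks and did not pass under ranking by fold (1.43). One explanation is that DLX factors open distal sites during differentiation. A technical alternative is base composition, because EVT peaks were richer in A and T. With shuffled motifs subtracted the difference was 0.694 points, smaller than the 2.40 points of the raw shares, so much of the raw difference may follow composition, and the core over its shuffled background was 0.995 in EVT and 0.839 in stem cells. Many homeobox factors share this core, so the factor remains open. Binding data for DLX5 at the EVT-higher regions, or loss of DLX5 before differentiation, would test it.

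The hormone genes CGB5, CSH1, CSH2, CSHL1 and PSG1 had more peaks in EVT cells although they are known from the syncytiotrophoblast. The cultures may contain some cells of that kind, or the loci may be open in both lineages. With all deposited peaks the difference of the list was 0.286, so stem libraries had almost as many peaks near these genes once rank was ignored. The study measured expression in the same cell line, which was not examined here. It names CSH1 among genes lowered by loss of EPAS1 in EVT cells made from TS cells. That does not show which cells of a culture express CSH1, so the explanations stay open.

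The promoter share of EVT-higher regions was low. It could reflect that distal sites change most during differentiation. Promoters held 3.70% of EVT-higher and 11.4% of stem-higher regions, against 20.4% of all tested regions. The −5.93 points with all deposited peaks compare EVT-higher with stem-higher regions and do not bear on this. The share over whole libraries, however, turned to 4.59 points with all deposited peaks, where longer stem lists hold more weak distal peaks. Read counts over a fixed set of regions would settle the share.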
